# Single-Species Microarrays and Comparative Transcriptomics

**DOI:** 10.1371/journal.pone.0003279

**Published:** 2008-09-25

**Authors:** Frédéric J. J. Chain, Dora Ilieva, Ben J. Evans

## Abstract

**Background:**

Prefabricated expression microarrays are currently available for only a few species but methods have been proposed to extend their application to comparisons between divergent genomes.

**Methodology/Principal Findings:**

Here we demonstrate that the hybridization intensity of genomic DNA is a poor basis on which to select unbiased probes on Affymetrix expression arrays for studies of comparative transcriptomics, and that doing so produces spurious results. We used the Affymetrix *Xenopus laevis* microarray to evaluate expression divergence between *X. laevis*, *X. borealis*, and their F1 hybrids. When data are analyzed with probes that interrogate only sequences with confirmed identity in both species, we recover results that differ substantially analyses that use genomic DNA hybridizations to select probes.

**Conclusions/Significance:**

Our findings have implications for the experimental design of comparative expression studies that use single-species microarrays, and for our understanding of divergent expression in hybrid clawed frogs. These findings also highlight important limitations of single-species microarrays for studies of comparative transcriptomics of polyploid species.

## Introduction

Microarrays designed for one species have been used to explore expression divergence between species [1]–[10]. These studies deploy different types of microarrays on species with varying levels of divergence, and these experimental variables influence the potential for technical bias. In particular, the designs of experiments that deploy two-color versus one-color microarrays differ, and therefore can be differently subject to technical bias when these arrays are used to comparative expression between species. Microarrays with short oligonucleotide probes might be more profoundly impacted by a single base pair mismatch than ones with longer oligonucleotides. Additionally, studies of species that are substantially diverged have more sequence differences and other possible sources of variation (alternative splicing, repetitive elements, duplications, etc.) that increase the chance of technical bias. Differences in technical procedures between laboratories and genetic differences among populations or individuals can also contribute to variation in expression divergence.

In theory, if the “target” species for which the array was designed and a “non-target” species are closely related, some probes on the array should be able to interrogate expression of genes in both species without bias if the sequences that are interrogated by the probes are still the same in both species [11]–[13]. Some studies have attempted to identify and eliminate probes with biased response to the transcriptome of the target and non-target species. One tactic is to select probes on the basis of genomic DNA (gDNA) hybridizations of the target and a non-target species to the microarray chip [10], [14], [15]. If the same amount of gDNA is used in the hybridization, probes that match conserved regions should hybridize with similar intensity to gDNA in both species. Recently, for example, the *Xenopus laevis* Affymetrix microarray chip was used to explore expression divergence between different species of clawed frogs and their hybrids [16]–[18]. Comparisons were made between testis and ovary expression profiles of the target species, *X. laevis* (XL), a non-target species, *X. muelleri* (XM), and F1 hybrids from a cross between a XL female and a XM male (hereafter H_XLXM_). In these studies, hybridizations of gDNA of XM and XL were performed on the XL microarray, and probes whose XM/XL genomic hybridization intensity ratio (gDNA ratio) was not between 0.99 and 1.01 [17] or between 0.99 and 1.10 were excluded from the analysis [17], [18]. When expression profiles of testes or ovaries of XL and XM were compared to the same tissue in their hybrids, widespread dominance in expression was reported in hybrids wherein the expression profile of H_XLXM_ tended to be more similar to XL than to the non-target parental species XM [17], [18]. About 28 times more genes were significantly divergently expressed in testes in a comparison between XM and H_XLXM_ than between XL and H_XLXM_ [17] and about 4.5 times more genes were significantly divergently expressed in ovary in a comparison between XM and H_XLXM_ than between XL and H_XLXM_ [18].

With a goal of further exploring these results, we analyzed new expression data from testis tissue of XL, *X. borealis* (XB), and F1 hybrids between XL x XB (XL female and XB male, hereafter H_XLXB_). XB and XM are equivalently diverged from XL [19]–[21] so our new data provide a phylogenetically meaningful comparison. All of these species are “pseudotetraploid” in that they are historically tetraploid but their genomes have diploidized (bivalents form at meiosis; each chromosome has only one homologous chromosome). XL and (XB+XM) diverged from a common tetraploid ancestor roughly 21–41 million years ago, and XB and XM diverged from a common ancestor roughly 14–25 million years ago [19]–[22]. In the analysis of these new expression data, we included only those probes that interrogate sequences that are identical in XL and in XB based on 454 pyrosequencing of XB cDNA. For comparative purposes, we also performed genomic DNA hybridizations on XL, XB, and XM, and analyzed the new data and also data from other studies [16]–[18], [23], [24] using microarray probes selected using the gDNA hybridization approach of [17], [18], [23].

## Results

### Affymetrix *Xenopus laevis* microarray, probemasks, and tissue comparisons

This study examines expression data collected from a prefabricated *Xenopus laevis* microarray – the Affymetrix GeneChip® *Xenopus laevis* Genome Array. This microarray interrogates over 14400 transcripts. A transcript is interrogated with a set of 16 probes, which is called a “probeset”. Each probe within a probeset is an oligonucleotide 25 base pairs in length that hybridizes to a unique portion of an XL transcript. For each species or hybrid in this study, three biological replicates (different individuals) were performed per tissue. Hereafter we refer to the replicated expression data from a single tissue from one species or one type of hybrid (either H_XLXB_ or H_XLXM_) as a “treatment”.

Probemasks are lists of genes that are defined *a priori* to be excluded from analysis (before microarray normalization is performed). In this study, we analyzed data using two types of probemasks. The first type of probemask excluded all probes except those that interrogated sequences that we confirmed were identical in XL and XB, as in [9], [25]. We used BLAST [26] to identify probes on the Affymetrix GeneChip® *Xenopus laevis* Genome Array that perfectly match sequences in XB that we obtained using 454 pyrosequencing of normalized XB testis cDNA. Normalization of XB testis cDNA (which is a procedure different from and unrelated to normalization of microarray data) was performed prior to 454 pyrosequencing in order to increase representation of genes with low expression; procedures for cDNA normalization and 454 pyrosequencing are described elsewhere [27]. The resulting probemask included 5268 probes in a total of 2143 probesets, for an average of 2.458 probes per probeset. Hereafter we refer to this probemask as the “XB+XL perfect match probemask”. According to a permutation test in which the same number of probes is assigned to probesets randomly one thousand times, this average number of probes per probeset is significantly higher than random expectations (P<0.001; the mean number of probes per probeset of the permutations was 1.169 and the 95% confidence interval was 1.158–1.180). This is consistent with the notion that some genes are conserved across multiple regions that are interrogated by unique probes on the microarray, resulting in significantly more probes per probeset than random expectations. Despite this biologically relevant pattern, we note that the overall low number of probes per probeset is likely to be associated with more variation in expression intensities than is typical of Affymetrix probesets with 16 probes. Furthermore, because the perfect match probes identified in XB are based on 454 pyrosequencing of normalized testis cDNA, this analysis might be biased in favor of genes that are expressed in testis of this non-target species. Additionally, because we retain only those probes that are identical in XL and XB, this analysis probably is also biased towards slowly evolving genes – or at least genes that have slowly evolving regions that are interrogated by probes on the microarray.

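Genomic DNA of XL, XB and XM was hybridized to 3 Affymetrix X. laevis arrays, 1 array for each species, with 5 µg of gDNA fragmented per species. There are no replicate hybridizations, so no test across arrays can be made and values describe these arrays. The authors deposited raw scanner intensities on a linear scale, with no background correction or normalization, for each cell of the array grid. A perfect match probe and the mismatch cell printed beside it make a pair. Pairs were taken by grid position alone, from alternating rows, which gave 252050 on every array. No probe layout was used, so control cells may be counted among the perfect match probes. The median intensity of the perfect match probes was 157 on the XL array, 58.5 on the XB array and 100 on the XM array. Mismatch cells, whose central base differs from the target, had medians of 131, 53.5 and 93 in the same order, and the 1st percentiles of all perfect match probes were 40, 28 and 35. A perfect match probe was brighter than its mismatch cell in 62.4% of pairs for XL, 56.1% for XB and 54.3% for XM. The gDNA ratio was taken probe by probe from the intensities as deposited. It was also taken after subtracting each array's 1st percentile, after scaling the arrays to one median, after quantile normalization, after subtracting the mismatch cell and with a narrower window. Which probeset a probe belongs to was not analysed here, so counts are of probes, and the gDNA hybridizations of the other laboratory were not used here.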

The second type of probemask was generated based on the non-target to target hybridization ratio of genomic DNA (the gDNA ratio) of XL, XB, and XM as in [17], [18]. These probemasks include only those probes with a non-target/target gDNA ratio between 0.99 and 1.1, and hereafter we refer to them as the “XB/XL gDNA probemask” and the “XM/XL gDNA probemask”, respectively. 

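On the intensities as deposited XB gDNA gave a weaker signal than XL gDNA on most probes. The median XB/XL gDNA ratio over all 252050 perfect match probes was 0.419, and 97.9% of the probes had a ratio below 1, a share that was 40.3% with the arrays scaled to one median and 48.9% after quantile normalization. The window from 0.99 to 1.1 therefore lies in the upper tail of the distribution, where 1858 probes fell, 0.737% of the total. The number of retained probes depends on how the arrays are scaled. It was 21668 after the arrays were scaled to one median and 27696 after quantile normalization, and 427 when the window ended at 1.01.

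**Figure D1:**
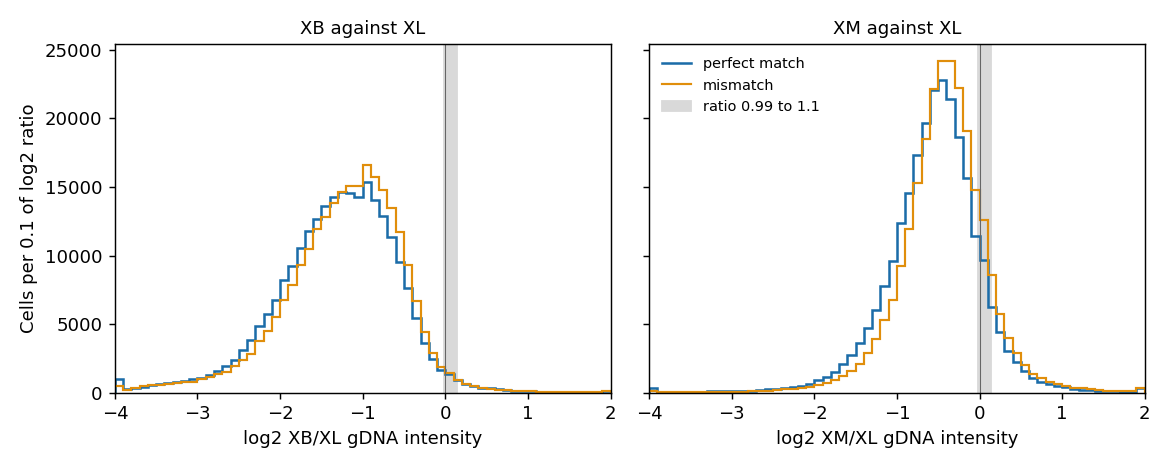
Distribution of the log2 gDNA ratio of XB to XL (left) and of XM to XL (right), as the number of cells per 0.1 of log2 ratio, for perfect match probes (blue) and mismatch cells (orange), with 1 array per species and values beyond the axis limits counted in the end steps. The grey band is the window from 0.99 to 1.1, which holds 1858 perfect match probes for XB and 13297 for XM. Perfect match is the term of the array design, not identity in both species.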

The XB/XL gDNA probemask included a total of 1792 probes in 1672 probesets, for an average of 1.072 probes per probeset. This average is similar but still significantly higher (P = 0.003) than random expectations according to a permutation test, which had an average of 1.055 (95% confidence interval 1.045–1.067). This average is significantly lower than the average of the XB+XL perfect match probemask (P<0.001, permutation test). Only 2.5% of the probes (45 out of 1792 probes) that were retained by the XB/XL gDNA probemask are also retained by the XB+XL perfect match probemask. Less than 1% of the probes (45 out of 5268 probes) that were retained by the XB+XL perfect match probemask were also retained by the XB/XL gDNA probemask.

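On the intensities as deposited the median XM/XL ratio was 0.699 over all perfect match probes, closer to 1 than the XB/XL ratio. The median ratio was 1.1 for XM and 1.13 for XB with the arrays scaled to one median and 1.01 for both after quantile normalization. These settings bring both ratios near 1 by construction, so they cannot show where the order comes from. A ratio below 1 was found for 87.3% of the probes as deposited, 38.7% scaled and 47.8% after quantile normalization. The window held 13297 probes, 5.28% of the total. This count was 32148 with the arrays scaled to one median, 38002 after quantile normalization, 3859 after subtraction of the mismatch cell and 3059 in the window that ended at 1.01.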

The XM/XL gDNA probemask included a total of 12888 probes in 8721 probesets and an average of 1.478 probes per probeset. This average is also similar but still significantly higher than the corresponding average of the random permutations of 1.448 (P<0.001; 95% confidence interval 1.437–1.460). For comparison, the probemask of [17] included 11485 probesets with an average of less than 2 probes per probeset.

Using both types of probemask (the XB+XL perfect match probemask and the XB/XL gDNA probemask), we evaluated interspecific expression divergence in testis between H_XLXB_ and each parental species (XL or XB) and in brain between XL and XB. 

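Expression was examined on 12 arrays of the Affymetrix X. laevis design, 3 each of XL brain, XB brain, XB testis and H_XLXB_ testis, labelled from 2 µg of total RNA per array. The hybrids came from an XL mother and an XB father, and according to the paper they are full siblings and replicates of a treatment are different individuals. The labels give an age of 450 days for the hybrids and none for the other animals, so whether ages match is not known. XL testis and the tissues of other studies were not analysed here. The authors deposited RMA expression on a log2 scale for 2143 probesets, the number in the XB+XL perfect match probemask, so that background correction, quantile normalization and median polish are already in the values. Of these probesets, 1434 pair with 1 gene symbol, 71 with several and 638 with none. Another 1253, counted across these classes, were taken as read from a single probe. That was inferred from a value that recurs exactly on another array of the same normalization set, and was not checked against a probe layout. Symbols that end in .L and .S are homeologous copies from the genome duplication of Xenopus, and signal shared between copies was not tested. Exact values that recur between arrays show at least 3 separate normalizations. Each pair of arrays shared 80 to 112 values within H_XLXB_ testis, within XB brain and testis together and within XL brain, and at most 3 across these sets. The median log2 expression was 8.06 in H_XLXB_ testis, 7.92 in XL brain, 7.74 in XB brain and 7.68 in XB testis. Levels set across the sets therefore carry the offset of separate normalizations, and differences across sets are given relative to the median difference of all probesets, whereas limma tested each difference as deposited, with that offset in it. Detection calls were not used here and the lowest value of an array was 2.84 to 3.49, so whether a level near that lies above background is not known, and a difference against it is a lower bound if it does not. The paper's methods name RMA for each pairwise comparison, and the total counts of each comparison are given both from the values as deposited and after quantile normalization of the 6 arrays compared. Replicates 2 and 3 of XB testis were closer to each other than any other pair, with an SD of 0.162 for their log2 difference, against 0.350 to 0.509 for the other pairs within a treatment. Since the SD of XB testis is then too small if both arrays carry one RNA, counts are also given with these arrays averaged into 1 replicate, an alternative chosen after seeing the data. Differences were tested with limma (linear model with an empirical Bayes moderated statistic and Benjamini-Hochberg adjustment), at an adjusted p under 0.05. Of simulated changes of 1 on the log2 scale, 67.2% were recovered for XB testis against H_XLXB_ testis, 89.6% for XL brain against XB brain and 77.6% for XL brain against XB testis. The simulation had fewer changed probesets than were called in the data and no offset between sets, so these shares need not hold there. The number of arrays limits the precision. Members of 18 gene lists, fixed before the data were examined, were counted and each list was tested with camera.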

We also used both of these probemasks to evaluate intraspecific expression divergence between various XL tissues (egg, tadpole stage 11, ovary, testis, and brain). Additionally, we used the XM/XL gDNA probemask to evaluate expression divergence in testis and ovary between H_XLXM_ and each parental species (XL or XM) and we used this same probemask to evaluate intraspecific expression divergence between the aforementioned XL tissues. We were not able to perform interspecific analyses between XL and XM with a perfect match probemask because sequence data from XM was not obtained.

### Dominant expression in hybrids?

When we analyzed testis expression data from XL, XB, and H_XLXB_ using the XB+XL perfect match probemask, expression divergence between XL and H_XLXB_ is slightly less than between XB and H_XLXB_, but similar in terms of the number of significantly divergently expressed genes. Out of 2143 probesets included in this analysis, 182 genes are significantly upregulated in XL testis compared to H_XLXB_ testis whereas 210 genes are significantly upregulated in H_XLXB_ testis compared to XL testis. 

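Of 13 extracellular matrix probesets, 5 were higher in XB testis than in H_XLXB_ testis, none was lower and 8 did not pass the test (7 higher and none lower when adjusted over the list alone). The shift of this list against all other probesets had an adjusted p = 1.05e-04 from camera with a preset correlation and an adjusted p = 0.784 with an estimated correlation. adh4.L, an alcohol dehydrogenase, had a log2 expression of 7.65 ± 0.37 (SD, n = 3) in XB and 4.59 ± 0.05 (SD, n = 3) in H_XLXB_, arrays that were normalized separately. Its difference was 3.33 above the median difference of all probesets (standard error 0.19, adjusted p = 2.68e-04 from limma on the difference as deposited). Collagen col1a1.S and timp3.L, an inhibitor of matrix metalloproteinases, exceeded that median by 1.88 and 1.77 (adjusted p = 0.00511 and 0.00449 from limma on the difference as deposited), and collagen col1a2.L by 1.32. anxa1.1.L, a phospholipid-binding annexin, cpa6.L, a carboxypeptidase, and crhbp.S, which binds corticotropin-releasing hormone, were also higher in XB, by 2.17, 2.20 and 1.72 relative to the median, as were znf268.L, a zinc finger protein, by 2.95 and rit1.L, a small GTPase, by 1.88, of which rit1.L did not pass without H_XLXB_ replicate 1 or without XB testis replicate 2. In the other direction, rela.L, a subunit of NF-kappa-B, was 6.40 ± 0.08 (SD, n = 3) in XB and 9.09 ± 0.10 (SD, n = 3) in H_XLXB_, a difference of -2.42 relative to the median (standard error 0.12, adjusted p = 2.2e-04 from limma on the difference as deposited). tmem254.S, a transmembrane protein, differed by -3.38 relative to the median, dusp18.L, a dual-specificity phosphatase, by -3.07, abce1.S, which recycles ribosomes, by -2.78, chmp1a.S, of the ESCRT machinery, by -2.74, rpp40.L, a subunit of ribonuclease P, by -2.54, gsta1.S, a glutathione S-transferase, by -2.42, and tmed2.L, of vesicle transport, by -2.34. Other probesets of abce1.S and tmed2.L gave smaller differences, and 1 of each gene did not pass (none of the 4 others of tmed2.L after quantile normalization).

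**Figure D2:**
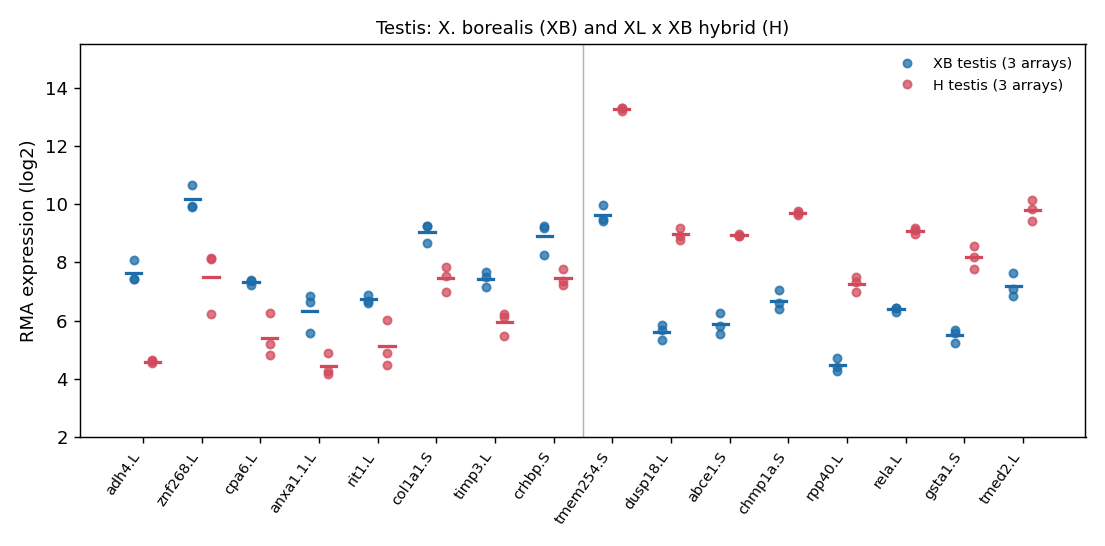
RMA expression (log2) of the genes with the largest differences between XB testis and H_XLXB_ testis, in each direction, with a point per array (3 per group) and a bar at the group mean. adh4.L averages 7.65 in XB and 4.59 in H_XLXB_, and rela.L 6.40 and 9.09, on arrays that were normalized separately.

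After quantile normalization 7 extracellular matrix probesets were higher in XB and none lower. Among 21 probesets of chaperones and heat shock proteins, 9 were higher in H_XLXB_ and none in XB (11 and none when adjusted over the list alone), with dnajb11.L and pdia4.L, both of the endoplasmic reticulum, at -1.67 and -1.63 relative to the median, and after quantile normalization 6 were higher in H_XLXB_ and none in XB. Of 40 RNA splicing probesets, 14 were higher in H_XLXB_, 2 in XB and 24 neither (14 and 2 when adjusted over the list alone), and a probeset of srsf5.S, a splicing factor, differed by -1.70 relative to the median, while another of its probesets did not pass. After quantile normalization 8 splicing probesets were higher in H_XLXB_ and 3 in XB. Of 7 germline RNA probesets, 4 were higher in H_XLXB_ (4 when adjusted over the list alone), led by dnd1.L, which protects germ cell transcripts, at -2.20. That number was 1, and 1 other was higher in XB, after quantile normalization, where dazl.L and ddx6.L no longer passed. Of 26 translation factor probesets, 7 were higher in H_XLXB_ and 1 in XB, the same numbers as when adjusted over the list alone, and 2 were higher in each after quantile normalization. Of 14 proteasome probesets, 4 were higher in H_XLXB_ and none in XB, again the same numbers over the list alone, and 1 was after quantile normalization. None of these 5 lists passed limma's camera (adjusted p = 0.276 for chaperones, 0.726 for the proteasome and 0.704 for the other three). Of 3 meiosis, 6 sperm and spermatid and 9 testis somatic probesets, 2 in each list were higher in H_XLXB_ and none in XB, before and after quantile normalization (adjusted p = 0.276, 0.941 and 0.941 from limma's camera).
In all, 743 of the 2143 probesets passed, 143 higher in XB and 600 higher in H_XLXB_, with a median difference of -0.27 (XB minus H_XLXB_) over all probesets. After quantile normalization 572 passed, 291 higher in XB and 281 higher in H_XLXB_, of which 424 were among the 743. Without XB testis replicate 2 or 3, 392 or 395 passed. After centring each array on its median 416 were higher in XB and 249 in H_XLXB_. With XB testis replicates 2 and 3 averaged, 58 were higher in XB and 342 in H_XLXB_, and 138 and 159 when quantile normalization was added.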

280 genes are significantly upregulated in XB testis compared to H_XLXB_ testis whereas 245 genes are significantly upregulated in H_XLXB_ testis compared to XB testis. The number of significantly upregulated genes in each parental species compared to H_XLXB_ is significantly higher in the comparison with XB than the comparison with XL (182 versus 280, G = 20.95, P<0.001, two-sided test). But the number of significantly upregulated genes in H_XLXB_ compared to each parental species is not significantly different (210 versus 245, G = 2.69, P = 0.20, two-sided test). Therefore, the difference in the number of significantly divergently expressed genes in each comparison between a parental species and hybrids is attributable to more genes being upregulated in XB compared to H_XLXB_ than are upregulated in XL compared to H_XLXB_. Thus, the proportion of divergently expressed genes in XB testis compared to H_XLXB_ testis is about 1.34 times as large as the proportion of divergently expressed genes in XL testis compared to H_XLXB_ testis (Table 1). But, as mentioned earlier, some or all of this bias could be because we retained probes in this analysis based on sequences of genes that are expressed in XB testis.

**Table 1:** Proportions of divergently expressed genes differ significantly depending on what probemask is used in the analysis.

	XL versus H			NT versus H				
Analysis	SUXL	SUH	Proportion divergently expressed	SUNT	SUH	Proportion divergently expressed	Ratio of divergently expressed genes	Number of genes analyzed
XB + XL perfect match probemask	182	210	0.18	280	245	0.24	1.34	2143
XB/XL gDNA probemask	79	97	0.11	468	299	0.46	4.36	1672
XM/XL gDNA probemask	417	572	0.11	1430	1248	0.31	2.71	8721
Malone et al. (2007)	92	50	0.01	2236	1759	0.35	28.13	11485
Malone et al. (2008)	777	839	0.14	4349	2930	0.63	4.50	11485

Results are shown from pairwise comparisons between XL and H (XL versus H) and between a non-target species and a hybrid (NT versus H). All analyses compare testis tissue except the ones from [18], which compare ovary tissue. For each comparison, the number of significantly upregulated genes in XL (SUXL), significantly upregulated genes in the hybrid (SUH), and significantly upregulated genes in the non-target species (SUNT) is listed. The proportion of divergently expressed genes is equal to the total from the (NT versus H) comparison divided by the total from the (XL versus H) comparison.

While this 1.34 fold asymmetry in divergent expression between the parental species and hybrids is significant (525 versus 392 genes, G = 19.36, df = 1, P<0.001), it is in sharp contrast with the 28 fold difference reported in comparisons between testis tissue of XL, XM, and H_XLXM_ where 3995 genes were divergently expressed between XM and H_XLXM_ but only 142 genes were divergently expressed between XL and H_XLXM_ [Table 1; 17]. The difference in the proportion of divergently expressed genes in this study compared to [17] is significant. More specifically, a re-sampling test (see Methods) indicates that there is a significantly higher proportion of divergently expressed genes between XL and H_XLXB_ using the XB+XL perfect match probemask than were reported between XL and H_XLXM_ by [17] using a gDNA probemask (P<0.001). Likewise, there is a significantly lower proportion of divergently expressed genes between XB and H_XLXB_ using the XB+XL perfect match probemask than were reported between XM and H_XLXM_ by [17] (P<0.001).

With respect to misexpression – which we define as hybrid expression that is not intermediate with respect to the expression of each parental species – using the XB+XL perfect match probemask, we find that only 13 genes are significantly upregulated in testis of H_XLXB_ with respect to testis of both XL and to XB and that 16 genes are significantly upregulated in testis of XL and XB with respect to testis of H_XLXB_. This difference is not significant (G = 0.31, df = 1, P = 0.58).

### Comparison of gDNA hybridizations within and between species

To further explore the basis of the discrepancy in the level of asymmetry of divergent expression recovered by our results using the XB+XL probemask and previous studies, we re-analyzed testis expression data from XL, XB, and H_XLXB_ using the XB/XL gDNA probemask that was based on our new gDNA hybridizations. We also re-analyzed testis and ovary expression data from XL, XM, and H_XLXM_ using the XM/XL gDNA probemask that was based on our new gDNA hybridizations.

We compared our gDNA hybridizations to those of [17], [18]. We ranked all of the probes on the chip by the gDNA hybridization intensity and then divided these ranks into 25 bins. 

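Probes were ranked by their gDNA ratio and divided into 25 bins of equal size. In the XB to XL comparison the median intensity of XB was below that of XL in 24 of the 25 bins. In the lowest bin, whose median ratio was 0.113, the median intensity was 1054 in XL and 99 in XB. In the highest bin, with a median ratio of 1.01, it was 109 in XL and 121.4 in XB. In the XM to XL comparison XM was below XL in 22 of the 25 bins, with medians of 430 for XL and 102 for XM in the lowest bin and of 150 for XL and 256 for XM in the highest, where the median ratio was 1.51. Scaling the arrays to one median left the non-target species lower in 10 bins for XB and in 10 bins for XM, and quantile normalization in 12 for each.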

Comparison to the gDNA ratio of each probe indicates that the median intensity of hybridization was lower in the non-target species (XM or XB) than the target species (XL) for most bins (Fig. 1). Probes with a gDNA ratio near one tended to have lower gDNA hybridization intensities in both the non-target and the target species than other probes on the chip, and the target species (XL) tends to have a more dynamic relationship between probe intensity and the gDNA ratio. Thus, at least on the Affymetrix GeneChip® *Xenopus laevis* Genome Array, probe selection on the basis of a gDNA hybridization ratio near one appears to have an unintended consequence of retaining probes with low gDNA hybridization intensities in both species. This was true in gDNA hybridizations performed by our lab and also by another lab (Fig. 1), thus it is not attributable to differences in laboratory procedure.

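On the intensities as deposited, retained probes were dim in the target species, whose intensity is the denominator of the ratio they were chosen by. The XL median of the 1858 probes with an XB/XL ratio from 0.99 to 1.1 was 109, which is 0.694 times the median of all probes, and 63.8% of them lay below the median of all probes. In XB the same 1858 probes had a median of 114.5, which is 1.96 times the XB median of all probes. Scaling an array by a constant leaves that factor unchanged. The window was applied anew under each other setting, so the probes retained there are a different set. Their XB factor was 1.05 (2761 probes) with each array's 1st percentile subtracted and 0.991 (21668) with the arrays scaled to one median. It was 0.745 (27696) after quantile normalization, 1.46 (2301) with the mismatch cell subtracted and 2.07 (427) in the window that ended at 1.01. The 13297 probes in the XM/XL window had an XL median of 91, which is 0.58 times that of all probes. Their XM median was 95, which is 0.95 times that of all XM probes. For the probes retained under the same settings, in the same order, the factors were 1.38, 1.005, 0.88, 1.76 and 0.898. Whether the probes that a setting retained were dim in XM therefore depends on the setting. Across the 25 bins the highest XL median was 17.3 times the lowest in the comparison with XB and 4.89 times in the comparison with XM, while the factor was 2.96 for XB and 3.12 for XM. With the arrays scaled to one median, the probes retained then had 0.949 times the XL median of all probes in the comparison with XB. The factor was 0.962 in the comparison with XM. These factors were 0.268 and 0.744 with the 1st percentile subtracted and 0.715 and 0.84 after quantile normalization. They were 0.414 and 0.875 with the mismatch cell subtracted and 0.771 and 0.573 in the window that ended at 1.01. From the low intensity of probes with a ratio near 1 the paper proposes that choosing probes by the gDNA ratio keeps, without intent, probes that are dim in both species, and because the hybridizations of another laboratory showed it too (Fig. 1), it reasons that laboratory procedure does not account for it.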

**Figure 1:**
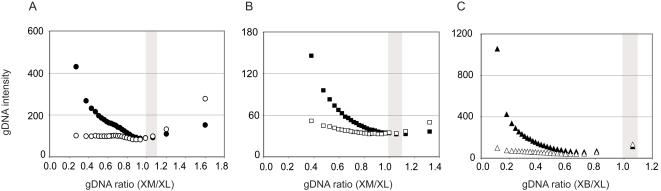
Genomic hybridization intensities (gDNA intensity) of XL, XB, and XM vary with respect to the non-target to target ratio of these intensities (gDNA ratio). This graph depicts the median gDNA intensities of all probes on the chip ranked by their gDNA ratio into 25 bins; each bin contains 10,000 probes except the 25^th^ bin, which contains 7852 probes. The area in gray corresponds with the range of gDNA ratios of probes that are retained using the method of Malone et al. (2007). XL gDNA ratios are represented by filled symbols and non-target gDNA ratios are represented by unfilled symbols. Shown are relationships between the median gDNA intensity of each bin and the median gDNA ratio of each bin for (A) our XM and XL gDNA hybridizations, (B) the XM and XL gDNA hybridizations of Malone et al. (2007), and (C) our XB and XL gDNA hybridizations.

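The XB and XM arrays differed over the whole range of probes. The median XB/XM ratio of the perfect match probes was 0.62, and XB was the dimmer of the pair in 93.1% of them. With each array's 1st percentile subtracted the median ratio was 0.469. Scaling all arrays to one median brought it to 1.06, with XB dimmer in 43.6% of the probes. With 1 array per species, a difference between the species and a difference between the hybridizations cannot be told apart. The sample labels name Swaziland as the origin of the XM gDNA, whereas the paper's methods name Tanzania.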

Our XB gDNA hybridization was less intense than our XM hybridization even though we attempted to control for the amount of gDNA used in the hybridization, and even though these species are equally diverged from XL (Fig. 1). This variation probably is technical in nature and underscores the challenge of generating comparable gDNA hybridizations for different species. Below we report results derived from analyses based on our gDNA hybridizations for XL, XB, and XM; as detailed below, these results are qualitatively similar to those recovered with the gDNA probemask of [17], [18].

### Is the ratio of genomic DNA hybridization a reliable way to detect perfect match probes on the *Xenopus laevis* Affymetrix chip?

Probes that perfectly match sequences from XL and XB have a wide range of XB/XL gDNA ratios (Fig. 2A). Under a best-case scenario, this indicates that using the gDNA ratio as a criterion for probe retention will not retain all perfect match probes. But we also found that other probes that we know mismatch both paralogs of genes in XB have a range of XB/XL gDNA ratios that overlaps extensively with the gDNA ratios of probes that perfectly match both species (Fig. 2B). This point is also illustrated by examination of four probesets on the *Xenopus laevis* Affymetrix microarray that were designed to interrogate XB transcripts: XlAffx.1.5.S1_at, XlAffx.1.9.S1_at, XlAffx.1.10.S1_at, and XlAffx.1.12.S1_at. Sixty out of the 64 probes in these four probesets do not perfectly match XL, and these also have a broad range of gDNA ratios (Fig. 2A). Together these observations indicate that gDNA ratios provide a poor basis for selection of perfect match probes in non-target species on the Affymetrix GeneChip® *Xenopus laevis* Genome Array. In addition to not retaining many probes that perfectly match both species, this approach almost certainly results in the retention of probes that do not perfectly match the non-target species.

**Figure 2:**
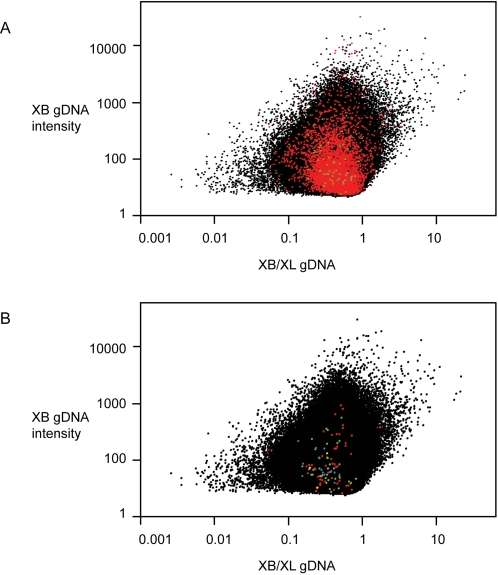
The gDNA ratio of probes that perfectly match (PM) XL and XB overlaps extensively with the gDNA ratio of probes that mismatch (MM) one species. (A) XB gDNA intensity versus gDNA ratio of PM probes in XL, XL and XB, and XB. PM probes in XL are in black, PM probes in XL and XB are in red, and PM probes in XB but not XL are in green. (B) XB gDNA intensity versus gDNA ratio of MM probes in XB. For comparative purposes, PM probes in XL are again in black. Probes that mismatch both paralogs of genes in XB with one, two, three, or four base pair differences are indicated in red, blue, green, and yellow respectively.

### Does it matter if some probes with differential performance between treatments are included in the analysis?

When testis expression data from XL, XB, and H_XLXB_ are analyzed using our XB/XL gDNA probemask or using our XM/XL gDNA probemask, we recover similar results to the analysis of testis expression data from XL, XM, and H_XLXM_ by Malone et al. [17]. This suggests that evolutionary differences between XB and XM, possible differences in the geographic origin of XL animals, and variation in laboratory procedures associated with microarray hybridizations together had a much smaller impact on the results than did the type of probe mask used in the analysis. More specifically, in this analysis the asymmetry in expression divergence is significant and more substantial than results from the XB+XL perfect match probemask such that expression in the hybrid appears much more similar to the target than the non-target species (Table 1). This is because using a gDNA probemask instead of a perfect match probemask results in a significantly lower proportion of genes that are divergently expressed in the comparison between XL and H_XLXB_ and a significantly higher proportion of genes that are divergently expressed between XB and H_XLXB_ (P≤0.002 for both comparisons).

We explored alternative analytical approaches including invariant set (IS) normalization [28] and the probe logarithmic intensity error (PLIER) method for calculating signal intensity [29]. These procedures produce results that are qualitatively similar to those recovered with RMA normalization with each probemask. The asymmetry in divergent expression in testis between each parental species and the hybrid with the XB+XL perfect match probemask is of similar magnitude in each of these analyses (1.34, 1.45 and 1.39 for RMA, IS, and PLIER, respectively). Likewise, more than twice as much asymmetry in divergent expression in testis is recovered when RMA, IS, or PLIER normalization are used with gDNA probemasks (i.e. there are more divergently expressed genes between the non-target species and the hybrid than between XL and the hybrid with these probemasks; data not shown). Thus we conclude that the method of normalization also does not account for the substantial differences in results that are obtained from perfect match versus gDNA probemasks.

### Rank difference

The nature of the discrepancy between results obtained from these different probemasks is further illuminated by consideration of some of the technical aspects of the analysis. When microarray data are normalized it is generally assumed that the overall distribution of expression intensities within each treatment is similar [30]–[32]. Moreover, most normalization methods were developed for comparisons between treatments with expression divergence at only a few genes [33]. When data are normalized with the quantile method [30], for example, which was used in this study and in [16]–[18], the expression intensities of each probe are ranked and replaced by the average intensity of each quantile (each rank). This procedure yields identical distributions of overall expression intensities across treatments, even if they were very different to begin with.

If the overall distribution of expression intensities was similar in each treatment before normalization, it is reasonable to expect that the magnitude and direction of expression divergence should be unbiased – that for a given magnitude of expression divergence, a similar number of genes will be upregulated in one treatment as is upregulated in the other. To test this, we calculated the difference in expression rank for each gene included in the analysis, with the lowest rank corresponding to the gene with the lowest expression as depicted in Fig. 3. Additionally, the skew of this distribution was quantified by the Pearson skewness coefficient ( = 3*(mean-median)/standard deviation). Departure of the observed median rank difference and skew of the distribution of rank differences from the null hypotheses of a median and skew of zero was assessed by comparison to a null distribution generated from 1000 randomized ranks using scripts written in PERL.

**Figure 3:**
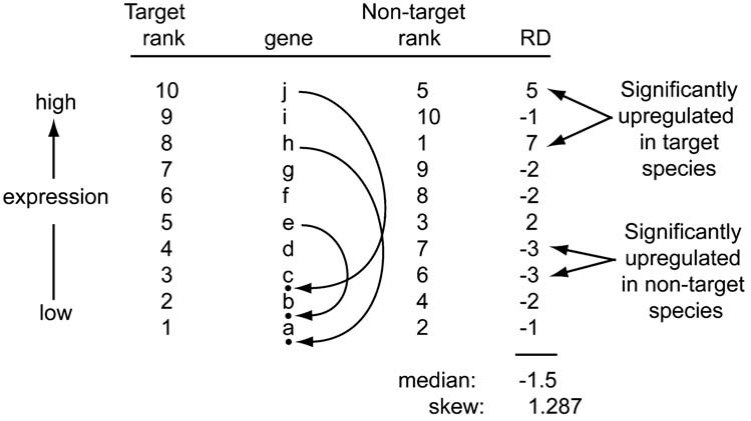
An example of how poor performance of a few probes in the non-target species can affect the rank of many genes, even ones that perform equally in both species. Ten genes (a, b, c, d, e, f, g, h, i, and j) are ranked according to their expression intensity. In the non-target species, probes directed against genes e, h, and j perform poorly and have a low rank in the non-target species due to sequence divergence, even though there actually is no expression divergence. This elevates the rank of many other genes, causing an overall negative median rank difference (RD) and a positively skew in the RD distribution. In this example, significantly upregulated genes in the target species tend to have a higher average rank in this species (9) than the significantly upregulated genes in the non-target species do in that species (6.5). Significantly upregulated genes in the target species have a lower average rank in the non-target species (3) than the significantly upregulated genes in the non-target species do in the target species (3.5).

When interspecific data from the target species and a non-target species were analyzed using a gDNA probemask, the median rank difference was negative and this median departed significantly and substantially from zero (Table 2). The skew of the distribution of rank differences was significantly and substantially positive in these interspecific comparisons (Table 2). While these metrics are not independent because the median is used in the calculation of skew, they provide qualitative information about the rank difference distributions in these analyses. Because we calculated the rank difference by subtracting the non-target rank from the target rank, a negative median indicates that the non-target sequences tend to be upregulated to a greater degree than do the target sequences. A positive skew of this distribution (Table 2) indicates a tail on the right, suggesting that some probesets have a much higher rank (higher expression) in XL but not the reverse.

**Table 2:** Analyses with gDNA probemasks produce different rank difference distributions in interspecific and intraspecific comparisons.

Comparisons with XB/XL gDNA probemask^a^			
Interspecific comparisons	Median	skew	δSRC
XL_T_-XB_T_	−54*	0.409*	0.2837^Χ^
XL_B_-XB_B_	−58*	0.476*	0.1811^Χ^
XL_T_-XB_B_	−51*	0.376*	0.1595^Χ^
XL_B_-XB_T_	−54.5*	0.391*	0.2231^Χ^
Hybrid to parental comparisons			
XL_T_-H(XLXB)_T_	−1	0.016	0.0245
H(XLXB)_T_-XB_T_	−51	0.470	0.2986^Χ^
Intraspecific comparisons			
XL_T__XL_E_	−16	0.140*	0.0794
XL_T_-XL_T11_	−0.5	0.004	0.0304
XL_T_-XL_O_	17	−0.161*	0.0154
XL_O_-XL_T11_	0	0.000	0.0446
XL_O__XL_E_	−12	0.166*	0.0578
XL_E__XL_T11_	14	−0.178*	0.1325
XL_T__XL_B_	12	−0.114*	0.0689
XL_B__XL_E_	−13	0.096	0.1578
XL_B__XL_o_	11	−0.079	0.0274
XL_B__XL_T11_	2.5	−0.018	0.1608
**Comparisons with XM/XL gDNA probemask^b^**			
Interspecific comparisons			
XL_T_-XM_T_	−269*	0.417*	0.2153^Χ^
XL_O_-XM_O_	−390*	0.568*	0.2501^Χ^
XL_T_-XM_O_	−250*	0.374*	0.1335^Χ^
XL_O_-XM_T_	−338*	0.429*	0.1906^Χ^
Hybrid to parental comparisons			
XL_T_-H(XLXM)_T_	11	−0.032	0.0129
H(XLXM)_T_-XM_T_	−151*	0.257*	0.1810^Χ^
XL_O_-H(XLXM)_O_	−32	0.092*	0.0077
H(XLXM)_O_-XM_O_	−187*	0.309*	0.1642^Χ^
Intraspecific comparisons			
XL_T__XL_E_	14	−0.024	0.0091
XL_O_-XL_T11_	14	−0.031	0.0642
XL_T__XL_0_	109*	−0.198*	0.0535
XL_T__XL_T11_	48	−0.081*	0.0043
XL_O_-XL_E_	−67*	0.175*	0.0477
XL_E_-XL_T11_	77*	−0.192*	0.1313
XL_T__XL_B_	17	−0.031	0.0639
XL_B__XL_E_	−6	0.009	0.0598
XL_B__XL_O_	69*	−0.095*	0.0278
XL_B__XL_T11_	51	−0.074*	0.0749

Median and skew of the rank difference distribution and δSRC (see text) are reported. Suffixes after species acronyms (XL, XB) refer to the tissue type analyzed: O (ovary), T (testes), T11 (tadpole stage 11), B (brain), and E (egg). Asterisks indicate significant departure from the null. For δSRC, interspecific comparisons and comparisons between a non-target species and a hybrid are higher than other comparisons, and are indicated (^Χ^). In all of these cases, the correlation (i) is higher than the correlation (ii).

a 1672 probesets, CI median: 0±24, CI skew: 0±0.107

b 8721 probesets, CI median: 0±54, CI skew: 0±0.046

In contrast, when intraspecific comparisons were analyzed with gDNA probemasks, the median and skew never departed as substantially from the null expectation as the interspecific comparisons between a target and non-target species, although occasionally the intraspecific departure was significant (Table 2). When the XB+XL perfect match probemask was used in the analysis, the median and skew were not significantly different from the null expectation (Table 3). 

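In the brain, XL and XB differed at single genes of many functions, and no gene list as a whole passed the test. lmbrd2.L, a membrane protein, had a log2 expression of 8.73 ± 0.03 (SD, n = 3) in XL and 3.79 ± 0.08 (SD, n = 3) in XB, sets that were normalized separately, a difference of 4.76 relative to the median of all probesets (standard error 0.11, adjusted p = 7.32e-07 from limma on the difference as deposited). frzb.L, a secreted antagonist of Wnt signalling, was higher in XL by 3.62, a probeset of the nuclear receptor coactivator pnrc2.S by 3.55, the bromodomain gene brd7.L by 3.09, triqk.L by 2.49, the RNA-binding translin gene tsn.L by 2.47, the fibrinogen-like gene fgl2.L by 2.41 and the glutathione S-transferase gstm1.S by 2.38, all relative to the median. gng7.S, a G protein gamma subunit, went the other way, with 5.79 ± 0.47 (SD, n = 3) in XL and 10.82 ± 0.14 (SD, n = 3) in XB, a difference of -5.21 relative to the median (standard error 0.23, adjusted p = 1.64e-05 from limma on the difference as deposited). The probesets of pnrc2.S disagreed, since another passed in the opposite direction, with a difference of -1.34 as deposited. Also lower in XL were a probeset of eladab-a at -4.96 (another did not pass), ndfip1.L, an adaptor of Nedd4-family ubiquitin ligases, at -3.91, dazap2.S at -3.58, abracl.L at -2.95, ppt1.L, a lysosomal thioesterase, at -2.75, fnta.S, a farnesyltransferase subunit, at -2.69, and supt4h1.L, a transcription elongation factor, at -2.66 relative to the median.

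**Figure D3:**
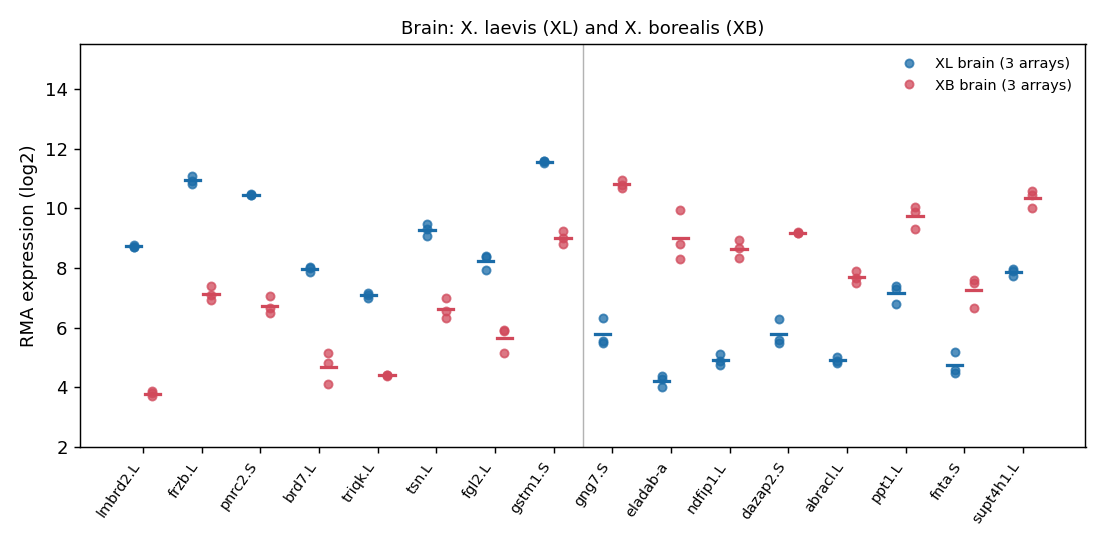
RMA expression (log2) of the genes with the largest differences between XL brain and XB brain, in each direction, with a point per array (3 per group) and a bar at the group mean. lmbrd2.L averages 8.73 in XL and 3.79 in XB, and gng7.S 5.79 and 10.82, on arrays that were normalized separately.

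Of 8 neuron and synapse probesets, 4 were higher in XL and 1 was lower, and of 7 glia and myelin probesets the numbers were also 4 and 1, the same as when adjusted over each list alone. gpm6a.L, a membrane glycoprotein of the nervous system, and gja1.L, the connexin of astrocyte gap junctions, were higher in XL by 0.93 and 0.80 relative to the median, but another gpm6a.L probeset did not pass, and was lower in XL after quantile normalization. The 2 probesets of ndrg2.S, another gene of astrocytes, passed in opposite directions, with differences of -0.93 and 0.72 as deposited. gja1.L did not pass when all 4 treatments shared one fit. Of 6 sperm and spermatid probesets, 3 were higher in XL and 1 was lower (4 and 1 when adjusted over the list alone), among them ift57.S and ift20.L, which carry cargo within cilia, at 1.71 and 1.59 relative to the median. Of 20 oxidative phosphorylation probesets, 7 were higher and 3 lower in XL (8 and 3 when adjusted over the list alone), with the ATP synthase subunit atp5f1c.S at -1.55 and the complex I subunit ndufb3.S at 0.85. Of 9 probesets of testis somatic cells, 3 were higher and 1 lower, as over the list alone. After quantile normalization the numbers higher and lower in XL were 3 and 1 for neuron and synapse, 4 and 2 for glia and myelin, 3 and 1 for sperm and spermatid, 5 and 4 for oxidative phosphorylation and 3 and 1 for testis somatic cells. None of the 18 lists passed camera, where the lowest adjusted p was 0.908.
In this comparison 971 probesets passed, 634 higher in XL and 337 higher in XB, with a median difference of 0.18 (XL minus XB). After quantile normalization 900 passed, 464 higher in XL and 436 higher in XB, 800 of them among the 971, and median centring gave 447 and 461.
Each probeset was then ranked by its mean in each treatment and the rank difference taken as first minus second treatment. Its median was 2 for XB testis against H_XLXB_ testis (p = 0.91 from 10000 permutations), 0 for XL brain against XB brain (p = 1) and -1 for XL brain against XB testis (p = 0.969), while 26 was the limit that the permuted ranks set at 0.05. The skew was -0.030, 0 and -0.0066 in the same order (permutation p = 0.515, 1 and 0.91), against a limit of 0.0882. Permuted ranks are unrelated between treatments, while the treatments compared correlate, so these limits may be too wide to show a small departure. The mean rank difference is 0 by construction, so the skew is not a test separate from the median. The paper proposes a technical basis for the large departures between species under gDNA probemasks, because departures within a species were smaller under those probemasks and medians and skews between species did not depart under this one.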

While occasional departure from the null in some intraspecific comparisons between different XL tissues probably has a biological basis and could also stem from variation between laboratories in microarray protocol, these comparisons suggest that the substantially negative median and positive skew of the rank difference in interspecies comparisons analyzed with gDNA probemasks has a technical rather than a biological basis.

**Table 3:** Analysis with the XB+XL perfect match probemasks produces results with similar rank difference statistics in interspecific and intraspecific comparisons.

Comparisons with XB+XL perfect match probemask^a^			
Interspecific comparisons	median	skew	δSRC
XL_T_-XB_T_	1	−0.009	0.0029
XL_B_-XB_B_	1	−0.014	0.0094
XL_T_-XB_B_	4	−0.035	0.0076
XL_B_-XB_T_	1	−0.007	0.0045
Hybrid to parental comparisons			
XL_T_-H(XLXB)_T_	4	−0.050	0.0167
XB_T_-H(XLXB)_T_	−2	0.031	0.0197
Intraspecific comparisons			
XL_T__XL_E_	−22	0.130*	0.0946
XL_T_-XL_T11_	−13	0.079	0.0558
XL_T_-XL_O_	−11	0.072	0.0513
XL_O_-XL_T11_	−2	0.018	0.0174
XL_O__XL_E_	−11	0.113*	0.0343
XL_E__XL_T11_	3	−0.030	0.0408
XL_T__XL_B_	4	−0.027	0.0008
XL_B__XL_E_	−29*	0.154*	0.0619
XL_B__XL_o_	−10	0.052	0.0109
XL_B__XL_T11_	−20	0.110*	0.0710

Acronyms and statistics follow Table 2.

a 2143 probesets, 95% confidence interval (CI) of the median = 0±25, and CI of the skew = 0.000±0.087

### Spearman rank correlation

When gDNA probemasks are used, we suspected that differential performance of some probesets in the non-target species could cause a spurious signal of upregulation *and* downregulation compared to another species (Fig. 3). One class of significantly differently expressed genes – those that appear to be upregulated in the target species (XL) – could result when probes hybridize poorly to transcripts of the non-target species. The other class of significantly differently expressed genes – those that appear to be upregulated in the non-target species (XB or XM) – could result when the ranks of some genes in the non-target species are elevated as a result of the other genes that are interrogated by biased probes having a lower rank (Fig. 3). A key difference between these two classes of divergently expressed genes is that a larger proportion of the genes that appear upregulated in XL are interrogated by probes with differential performance (bias) between species. In analyses with a gDNA probemask, therefore, we predicted that the expression rank of genes that appear to be significantly upregulated in the non-target species would be highly correlated with the expression rank of these genes in the target species. We expected this correlation to be much higher than the correlation between the ranks of genes upregulated in the target species and the rank of these same genes in the non-target species.

To test this, we calculated the Spearman's rank correlation (SRC) of the rank in each treatment of (i) genes upregulated in the non-target species and (ii) genes upregulated in the target species. Under our hypothesis that many of the genes that are upregulated in the non-target species are false positives, we expected that the SRC would be much higher in (i) than in (ii). To quantify this expectation, we calculated the absolute value of the difference in the SRC in (i) and (ii) for the interspecies comparisons, and we refer to this difference as δSRC. For comparative purposes, δSRC was calculated for interspecific comparisons between XL and a non-target species, comparisons between each species and a hybrid, and intraspecific comparisons between different tissues of XL, and this was performed for analyses with each type of probemask.

The data support our expectation. When the XB/XL gDNA probemask or the XM/XL gDNA probemask are used in interspecific comparisons, the δSRC of the rank of genes upregulated in the non-target species is substantially higher than that of genes upregulated in the target species or in hybrids (Table 2). When comparisons were made between tissue types in XL or within a tissue type of XL and a hybrid using these gDNA probemasks, extreme differences between δSRC of each of these classes of genes were not observed (Table 2). 

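Between XL brain and XB testis, 23 of 26 probesets of cell cycle and DNA replication were higher in testis, 2 in brain and 1 neither, and the list passed camera (adjusted p = 2.3e-08; adjusted p = 0.168 with an estimated correlation). dazl.L, an RNA-binding protein of germ cells, had a log2 expression of 4.31 ± 0.52 (SD, n = 3) in XL brain and 12.43 ± 0.08 (SD, n = 3) in XB testis, sets that were normalized separately, a difference of -8.39 relative to the median of all probesets (standard error 0.25, adjusted p = 6.57e-07 from limma on the difference as deposited). The mitotic cyclin ccnb2.S, the mitotic kinase aurka.L and the germ cell cyclin ccna1.L were lower in brain, with differences of -6.64, -5.82 and -5.53 relative to the median, as were gamt.S, an enzyme of creatine synthesis, at -6.29, kif2c.S, a mitotic kinesin, at -5.69, rrm2.1.L, a ribonucleotide reductase subunit, at -5.56, and the kinase pak4.L at -5.53. frzb.L was 10.94 ± 0.15 (SD, n = 3) in brain and 3.80 ± 0.17 (SD, n = 3) in testis, a difference of 6.87 relative to the median (standard error 0.14, adjusted p = 2.55e-07 from limma on the difference as deposited). gpm6a.L, rtn1.L, a reticulon of neurons, fabp3.S, which binds fatty acids, and zic2.S, a transcription factor of the neural tube, were higher in brain by 6.41, 5.15, 5.00 and 4.97, as were scd.S, a fatty acid desaturase, phyhipl.S and the tetraspanin tspan7.L, by 6.16, 5.40 and 4.88.
In limma's camera, meiosis also passed, with 3 of 3 probesets higher in testis (adjusted p = 0.0184), sperm and spermatid genes with 5 higher in testis and 1 in brain (adjusted p = 0.0239, and 0.0518 after quantile normalization), and histones and chromatin proteins with 13 of 27 higher in testis and 4 in brain (adjusted p = 0.0166). Glycolysis, with 6 of 6 probesets higher in brain (adjusted p = 0.0166 from limma's camera), and glia and myelin, with 6 of 7 (adjusted p = 0.0192), went the other way, with pgam1.S, a phosphoglycerate mutase, pkm.S, the muscle-type pyruvate kinase, and gja1.L at 3.08, 2.32 and 3.96 relative to the median. These 5 lists had an adjusted p = 0.168 with an estimated correlation. Of 31 ribosomal protein probesets, 17 were higher in testis and none in brain (adjusted p = 0.00462 from camera; adjusted p = 0.305 with an estimated correlation), but 3 were higher in brain and 16 in testis after quantile normalization. Adjusted over the list alone, the ribosomal count was 16 and the counts of the other lists stayed as given. After quantile normalization 17 histone and chromatin probesets were higher in testis and 2 in brain, and the counts for cell cycle, meiosis, sperm, glycolysis and glia were unchanged. Of 7 germline RNA probesets, the list of dazl.L, 2 were higher in brain, 1 in testis and 4 neither (adjusted p = 0.774 from limma's camera), and 1, 1 and 5 after quantile normalization. Of 8 neuron and synapse probesets, 5 were higher in brain, 1 in testis and 2 neither, also after quantile normalization, and the list did not pass (adjusted p = 0.201 from limma's camera).

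**Figure D4:**
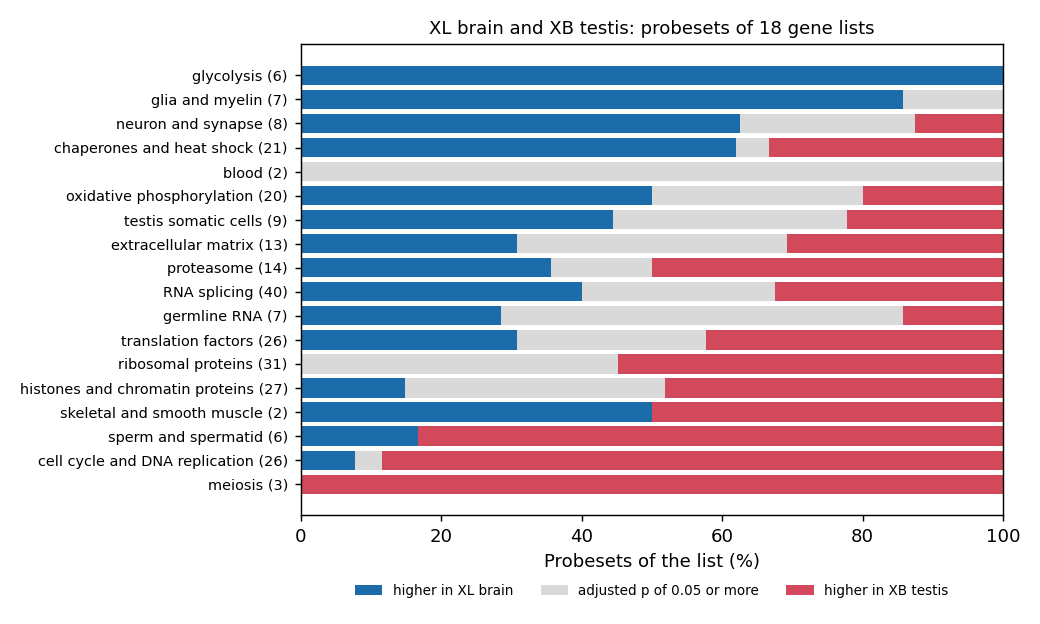
Share of the measured probesets of each of the 18 gene lists that were higher in XL brain or in XB testis, at an adjusted p under 0.05 on the values as deposited. Of 26 cell cycle and DNA replication probesets, 23 were higher in XB testis than in XL brain. After quantile normalization, which is not drawn, 3 of the 31 ribosomal protein probesets were higher in XL brain.

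In this comparison 1587 probesets passed, 933 higher in XL brain and 654 higher in XB testis, with a median difference of 0.27, and after quantile normalization 747 and 750, which share 1391 with them. With XB testis replicates 2 and 3 averaged, the numbers were 863 and 592, and 675 and 686 when quantile normalization was added.
The Spearman rank correlation between treatments was 0.956 over probesets higher in H_XLXB_ testis and 0.971 over those higher in XB testis, a δSRC of 0.0144 (bootstrap SD 0.00819), or 0.019 after quantile normalization, 0.0415 without the lowest 25% of expression and 0.0068 to 0.0255 with 1 replicate left out. For XL and XB brain it was 0.940 over probesets higher in XB and 0.963 over those higher in XL, a δSRC of 0.0232 (bootstrap SD 0.0128), or 0.019 after quantile normalization and 0.0113 without the lowest 25% of expression. For XL brain and XB testis the correlations were 0.841 and 0.863, a δSRC of 0.0221 (bootstrap SD 0.0172), but their order reversed after quantile normalization (0.838 for probesets higher in testis, 0.833 for those higher in brain, δSRC 0.0043) and without the lowest 25% of expression (0.773 and 0.727, δSRC 0.0464).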

A high δSRC was not observed in any of the analyses with the XB+XL perfect match probemask (Table 3). Furthermore, we found other signs of technical bias in results generated with gDNA probemasks, but not the XB+XL perfect match probemask, by comparing the mean rank of significantly upregulated genes (Supporting Information S1, Table S1, Table S2).

Taken together, these observations are consistent with the notion that the use of probemasks based on gDNA ratios on the Affymetrix GeneChip® *Xenopus laevis* Genome Array produces spurious results when comparisons are made directly between species or between a non-target species and a hybrid, irrespective of tissue type. When gDNA probemasks are used, many of the genes that are putatively upregulated in the non-target species are actually false positives whose high ranks are an artifact of the low ranks of poorly performing probesets. Of course, this group of genes may include some genes that are not false positives, but it is not clear which ones these are. We suspect then, albeit with caveats discussed below, that our analysis with the XB+XL perfect match probemask is a closer approximation of biological variation than that recovered by [17], [18].

## Discussion

### Probe selection by genomic hybridization

A challenge to the implementation of single-species microarrays in comparative transcriptomics is the identification of unbiased probes. Due to differences from the target species, such as sequence divergence, non-target transcripts will exhibit a range of probe hybridization efficiencies that cause technical variation in hybridization intensities. In comparative analyses, normalization may overcompensate for genes with lower than average divergence and undercompensate for genes with higher than average divergence [34]. Exacerbating this problem, our analysis of confirmed perfect match probes in a target and a non-target species illustrates that the gDNA ratio is an unreliable metric with which to identify unbiased probes on the Affymetrix GeneChip® *Xenopus laevis* Genome Array. This approach selects probes with low gDNA intensity (Fig. 1), misses probes that do perfectly match both species (Fig. 2A), and includes probes that do not perfectly match both species (Fig. 2B). The implications of this are large and affect fundamental conclusions of the analysis, such as which and how many genes are significantly or not significantly differently expressed. Notably, our analyses suggest that including biased probes in a microarray analysis leads not only to spurious results from these biased probes, but affects conclusions drawn from probes that are interrogated by probes that perform equally well in both species. We anticipate, therefore, that comparisons between species using probes that are selected by gDNA ratios, including the comparison between XB or XM and XL that are presented here, are characterized by a high level of false positives as well as false negatives. Many of the genes from this type of analysis that are putatively upregulated in the target species are actually interrogated by probes that do not perform equivalently in the non-target species. Many of the genes that are putatively upregulated in the non-target species are actually genes whose ranks have been elevated as an artifact of other probes that do not perform equivalently in the non-target species. It is therefore not only necessary to retain as many perfect match probes as possible, but also to exclude biased probes from microarray analyses.

### Gene duplication

Another concern with the application of this microarray to non-target clawed frog species relates to whole genome duplication. Because XL, XB and XM are tetraploid, asymmetry in cross-hybridization between paralogous transcripts could influence results. For example, a probe might hybridize to only one paralog in one species but to both paralogs of genes in another species, either as a result of sequence divergence or because both are expressed in one but not the other. This problem is aggravated by species-specific pseudogenization. Estimates of the percent of duplicated genes in XL that are still expressed (not pseudogenes) range from 77% [35] to a probably more accurate estimate of less than 50% [36], [37]. Divergence of the ancestor of XL from the ancestor of (XM+XB) occurred about halfway between the time of whole genome duplication and the present [19], [22], [27]. For this reason, the frequency of expressed orthologous transcripts in XL and non-target species such as XB and XM is far below 100% as a result of “divergent resolution” – the retention of different (non-orthologous) paralogs of genes in each species [38].

That Affymetrix microarrays do not effectively discriminate between different but closely related duplicated genes has been suggested for allopolyploid wheat [39]. However, we performed a power analysis that indicated that probes on the XL microarray performed consistently in distinguishing expression of each paralog after the application of probemasks with different specificities for a target paralog [i.e. varying numbers of mismatches to the non-target paralog; 27]. But within *Xenopus*, orthologs are more similar to each other than are paralogs derived from genome duplication because genome duplication occurred before speciation. Orthologous but not identical sequences (from different species) thus have greater potential to be able to hybridize strongly but not equivalently to probes directed against one XL paralog, than do co-expressed paralogs within XL. These concerns are relevant to all of the analyses presented here, including the ones that use the XB+XL perfect match probemask.

### Conclusions

Previous work has explored factors in addition to sequence divergence that influence probe hybridization efficiency in different species, such as variation in labeling, overlap of oligonucleotide probes, alternative splicing, sequence homology to non-target transcripts, insertion/deletion differences, and intraspecific polymorphism [33], [34], [39]–[43]. Some or all of these variables might be at play here – sequence divergence, for example, has already been shown to influence microarray hybridization efficiency in clawed frogs [44]. While sequence mismatches might not substantially affect the ability of microarrays to detect misexpression [45], [46], it seems probable that sequence mismatches could cause bias if it varies among treatments such as when expression of two species are compared using an array designed for only one of them. Therefore, an experimental design that has consistent bias across treatments, in which one compares ‘apples to apples’ [47], has the potential to provide useful information from non-target species. Examples of more appropriate experimental designs include (a) using a microarray designed for another species with a non-target species but only comparing intraspecific expression levels within the non-target species, (b) constructing custom arrays for each species (or hybrid) of interest, and (c) building a custom array with probes directed against each species [46]. Another important measure for comparative analyses using single-species arrays is the validation of results using microarray-independent approaches, such as real-time quantitative PCR. The biases suggested by our analyses have implications for studies that deploy Affymetrix microarrays for interspecific comparisons, particularly [16]–[18], and could also be a concern for expression studies of species or genes with population structure, high mutation rate, or large effective population size.

## Materials and Methods

### Origin of animals

XB expression data, gDNA, and XB parents of H_XLXB_ were from or were animals from Kenya. The XL expression data, gDNA, and XL parents of H_XLXB_ were from or were laboratory animals that probably are from Cape Province, South Africa, which is the source of most laboratory stocks [48]. All of the H_XLXB_ individuals were from the same cross and are therefore full siblings. We did not analyze hybrid tissue from the reciprocal cross (from an XB female and XL male).

The XM expression data, gDNA, and parents of H_XLXM_ in [17], [18] were or were from animals collected in Swaziland, but the XM gDNA that we performed for gDNA hybridization originated from Tanzania. Within XM, mitochondrial DNA variation between these localities is very low so we do not anticipate as substantial levels of intraspecific variation in the nuclear genome of this species compared to XL [19].

### Microarray hybridizations and comparisons

We performed new expression analyses on testis and brain tissue from XL, XB, and H_XLXB_. For each tissue from each species or hybrid, RNA was isolated using TRIzol® Reagent (Invitrogen Life Technologies) according to the manufacturer's protocol, purified with RNeasy Mini Kit (Qiagen), and its integrity assessed on an Agilent BioAnalyzer. Two micrograms of total RNA was used to prepare biotin labeled cRNA probes, which were subsequently hybridized to Affymetrix *Xenopus laevis* expression arrays following the manufacturer's protocol.

We performed new gDNA hybridizations using gDNA from XL, XB, and XM and compared these to gDNA hybridizations on XL and XM that were performed by Malone et al. [17]. For our gDNA hybridizations, five micrograms of gDNA from each species was fragmented with Dpn I at 37°C for 3 hours. Fragmented gDNA was purified with Qiagen PCR clean-up kit and the fragment distribution was checked on Agilent Bioanalyzer (Agilent) using the DNA 1000 assay. 50–100 nanograms of fragmented gDNA were then amplified using the BioPrime Labeling System (Invitrogen) following the manufacturers instructions. After completion of the Klenow Pol I catalyzed reaction, the distribution of PCR products was examined on Agilent Bioanalyzer with the DNA 1000 kit. The entire volume of the product (∼50 μl) was used in the hybridization reaction on the Affymetrix *Xenopus laevis* Gene Chip. Hybridization, staining, washing and scanning were performed as described in the Expression Analysis Technical Manual. This protocol is similar to that used by Hammond et al. [14].

After scanning, raw expression data were converted into CEL files using Microarray Analysis Suite version 5 (MAS 5, Affymetrix). For each pairwise comparison, CEL files were pre-normalized with the Robust Multichip Average (RMA) algorithm in RMAexpress [49] using custom CDF files (probemasks) and the default parameters, which include a median polish and quantile normalization. The normalized data were used in the R statistical package following the protocol in [17]. An empirical Bayesian model was used to compute a moderated t-statistic using the limma package from Bioconductor [50]. The TopTable function gave a P-value for differential expression for each gene that was adjusted using the Benjamini and Hochberg [51] method to control for the false discovery rate. cDNA and gDNA hybridizations that we performed have been deposited in the Gene expression omnibus database [52], GEO Series accession number GSE12625. We also analyzed other data from this database (GSM241082-4 [23], GSM99995-7 [24], GSM99980-2 [24]). Expression data and genomic hybridizations from XL and XM testis and ovary that were not found in GEO were kindly provided by Pawel Michalak.

We used a re-sampling approach to test whether the proportion of divergently expressed genes in different analyses (each with a unique number of genes analyzed) were significantly different. Given two analyses with w and x genes of which y and z are significantly divergently expressed, respectively, using a PERL script we generated 1000 simulated datasets, each with w genes, by re-sampling a distribution of (w+x) total genes with (y+z) genes that are significantly divergently expressed. Where (y/w)<(z/x), the two-sided probability of the null hypothesis of no difference is twice the proportion of these simulated datasets that had a proportion of divergently expressed genes lower than y/w (i.e. more different from z/x). Because some of the genes in these different analyses are the same and should therefore have correlated expression levels, the inclusion of these genes in this comparison reduces the power to reject the null hypothesis, making this test conservative.

## Supporting Information

Supporting Information S1 Inspection of mean rank of significantly upregulated genes provides additional support for bias in gDNA probemasks.
(0.05 MB DOC)

Table S1 Mean ranks of significantly upregulated genes when analyzed with gDNA probemasks.
(0.03 MB XLS)

Table S2 Mean ranks of significantly upregulated genes from analysis using the XB+XL perfect match probemask.
(0.02 MB XLS)

# Supplementary material for: Single-Species Microarrays and Comparative Transcriptomics
**Source:** PLoS One. 2008 Sep 25;3(9):e3279. doi: 10.1371/journal.pone.0003279
**Supplement:** Supporting Information S1 — Inspection of mean rank of significantly upregulated genes provides additional support for bias in gDNA probemasks. (0.05 MB DOC)

**SUPPORTING INFORMATION**

Supporting Information 1: Additional support for pervasive bias in analyses with gDNA probemasks.

That technical bias influences which genes are significantly upregulated is also evinced by inspection of the ranks of significantly upregulated genes in XL and the non-target species (NT) using different probemasks. In comparisons between species using gDNA probemasks, the mean rank in XL of the significantly upregulated genes in XL is always higher than the mean rank in NT of the significantly upregulated genes in NT (Table S1). As depicted in Figure 3, this is consistent with some of the upregulated genes in XL being upregulated because poor probe performance in NT. In other words, if the rank of a gene in XL is high, then the difference between the rank of that gene in XL and NT can be more substantial (and therefore significant) if probes for that gene perform poorly in NT. In these same comparisons, the mean rank in XL of the significantly upregulated genes in NT is always higher than the mean rank in NT of the significantly upregulated genes in XL (Table S1), indicating that genes that are upregulated in NT have a higher rank on average in XL than genes upregulated in XL do in NT. This is also consistent with biased performance between species. Genes with a low rank in XL tend to not be significantly upregulated in NT because genes that perform poorly in NT can only elevate the rank of genes that normally would have a lower rank if there were no bias. In contrast, intraspecific comparisons within XL using gDNA probemasks (Table S1) and the interspecific and intraspecific comparisons using the XB + XL perfect match probemask do not exhibit this pattern (Table S2).

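Mean ranks were computed over the probesets called in each direction, with rank 1 the lowest of 2143, and compared by permutation with Bonferroni correction for the 2 contrasts of a comparison. Probesets higher in XB testis than in H_XLXB_ testis had a mean rank of 1384 in XB, and those higher in H_XLXB_ had 1179 in H_XLXB_ (permutation p = 0.0002). In the brain, probesets higher in XL had a mean rank of 1186 in XL and those higher in XB 1372 in XB (permutation p = 2e-05, the smallest the permutations can give). XL brain against XB testis gave 1238 and 1413 (permutation p = 2e-05, again the smallest possible). Each of these 3 differences was lost after quantile normalization, where the mean ranks were 1230 and 1284 (permutation p = 0.443), 1314 and 1313 (p = 1), and 1348 and 1360 (p = 1), and that between XB and H_XLXB_ testis also with XB testis replicates 2 and 3 averaged (permutation p = 0.0784). The second contrast took the rank of each class in the treatment where it was lower. It was 1061 in H_XLXB_ for probesets higher in XB testis and 974.6 in XB for those higher in H_XLXB_ (permutation p = 0.209). It was 961 in XB and 1045 in XL for the brain (permutation p = 0.0701). For XL brain and XB testis it was 873 in testis and 939 in brain (permutation p = 0.0476, and p = 1 after quantile normalization). That last difference also failed without XB testis replicate 2 (permutation p = 0.114) or 3 (p = 0.214) and without XL brain replicate 2 (p = 0.0782) or 3 (p = 0.057). Without H_XLXB_ replicate 1 or 3 the testis contrast passed (permutation p = 0.0424 and 0.0482). The brain contrast passed without XB brain replicate 2 or XL brain replicate 1 (permutation p = 0.0084 and 0.034). After quantile normalization the order reversed in both and neither passed. The mean ranks were then 964 in H_XLXB_ and 970 in XB for the testis, and 1045 in XB and 1023 in XL for the brain. Without the probesets of lowest mean expression the differences were 21.6 for the testis and 0.88 for the brain, and neither passed.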

How the deposited data were processed for this re-analysis (not part of the article)

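Expression was measured in 12 samples, 3 each of XL brain, XB brain, XB testis and H_XLXB_ testis, and genomic DNA was hybridized once for each of XL, XB and XM. The authors deposited the expression values as log2 RMA expression, made from MAS 5 cell files with the custom probe definition of the XB+XL perfect match probemask, with background correction, quantile normalization and median polish already applied. Values shared exactly between arrays show that H_XLXB_ testis, XB brain with XB testis, and XL brain were normalized as separate sets. The authors deposited the gDNA hybridizations as raw scanner intensity on a linear scale, with no background correction or scaling, by grid position and without probeset names. The submitters' processing notes name RMA without a version.

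Samples were grouped by the labels and the paper, which state that replicates are different animals. Of the 2143 probesets, 1434 pair with 1 gene symbol in the platform annotation, 71 with several and 638 with none, and genes are named only from probesets with 1 symbol. XB testis was compared with H_XLXB_ testis, XL brain with XB brain, XL brain with XB testis and XB brain with XB testis. Each comparison was fitted with limma 3.58.1 in R 4.3.3 over the 6 arrays of its pair, with lmFit, eBayes and Benjamini-Hochberg adjustment, and a probeset was called at an adjusted p under 0.05. The paper names no threshold in its text. Treatment means were ranked over all probesets, the median and Pearson skew of the rank differences were compared with 10000 permutations of the ranks, and the spread of δSRC was taken from 500 bootstrap draws. Mean ranks of the called probesets were compared by permutation with Bonferroni correction for 2 tests. There were 100000 permutations for the main setting, quantile normalization and averaging, and 10000 for the other alternatives, such as 1 replicate left out.

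The text names, in each comparison, the 8 genes per direction with the largest difference among called probesets with no overlap between the groups and 1 informative symbol, and examples among up to 3 called members of each gene list. A gene read by several probesets is given by the probeset this rule picks, and the text says where another went the other way or did not pass. A member that was not called is named only where a list had none. Symbols that are clone numbers of the form xb followed by digits were left out as uninformative, which was decided after seeing them. The 18 lists are neuron and synapse, glia and myelin, sperm and spermatid, meiosis, germline RNA, cell cycle and DNA replication, ribosomal proteins, translation factors, proteasome, oxidative phosphorylation, glycolysis, chaperones and heat shock, RNA splicing, histones and chromatin proteins, testis somatic cells, blood, skeletal and smooth muscle, and extracellular matrix. They were written before the data were examined and matched on the gene symbol without its copy suffix. Each was tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of a comparison.

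The fits were tested on simulated data in which 200 of 2143 probesets were changed by known amounts. At a log2 change of 0.5, 22.4% were recovered for XB testis against H_XLXB_ testis, 46.3% for XL brain against XB brain, 28.4% for XL brain against XB testis and 25.4% for XB brain against XB testis, and at a change of 2 the shares were 93.9%, 97%, 97% and 100%. False calls made up 5.43%, 9.36%, 4.26% and 4.32% of the calls. The simulation had no offset between sets, drew the arrays as independent and changed fewer probesets than were called in the data. These shares therefore need not hold for the data. The number of arrays limits the precision of every comparison.

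Perfect match and mismatch cells of the gDNA arrays were paired by position with NumPy 2.4.6 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9. The gDNA ratio was taken for 252050 perfect match probes, and probes with a ratio from 0.99 to 1.1 were counted as retained. Control cells were not told apart from probes, and both retained counts lie above the paper's. The bins hold equal numbers of probes, since these pairs outnumber the probes in the bins of the paper's Fig. 1 legend.

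Alternatives set before the data were examined were quantile normalization within the pair, median centring of each array, all 4 treatments in one fit, an intensity trend with robust eBayes, leaving out the 25% of probesets with the lowest mean expression, an adjusted p under 0.01, a log2 difference of at least 1, the replicate number as a block, ranks within each array, each replicate left out in turn, and for gDNA the subtraction of each array's 1st percentile, scaling to one median, quantile normalization, subtraction of the mismatch cell and a window that ends at 1.01. Averaging XB testis replicates 2 and 3, alone or with quantile normalization, and quantile normalization with the block were added after seeing the data.

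XL testis, XL egg, ovary and tadpole arrays, XM expression arrays and the gDNA hybridizations of the other laboratory were not analysed here. Nor was the paper's list of probes identical in XL and XB. Probesets of the gDNA probemasks, the probesets designed on XB sequence that the paper names, and the gDNA ratio of the probesets in the expression data were not analysed here because the position of each probeset on the grid was not used here.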

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

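The comparison of perfect match with mismatch cells was chosen only after the number of retained mismatch cells was seen, while the tests of background and of overall brightness were set beforehand.

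The designed mismatch cells of the array, which the paper does not report on, carry a central base that differs from the target. They are not the probes that the paper found to mismatch XB sequence. The XB/XL window from 0.99 to 1.1 held 1956 of them, beside 1858 perfect match probes, so that perfect match probes fell in the window 0.95 times as often. The XM/XL window held 17461 mismatch cells and 13297 perfect match probes, which is 0.762 times as often. Both cells of a pair were retained for 90 pairs with XB and 1607 pairs with XM, where independence gives 14.4 and 921. Among the retained perfect match probes, 44.3% were brighter than their mismatch cell on the XL array in the comparison with XB and 46.2% in the comparison with XM, against 62.4% of all pairs.

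Probes with an XB/XL ratio near 1 were dim in XL. With each array's 1st percentile subtracted, the 2761 probes retained then had 0.268 times the XL median of all probes. That lies under the bound set beforehand for additive background. This bears only on a background of that size. The 1st percentiles of 40 in XL and 28 in XB lie under the mismatch medians of 131 and 53.5, so a larger background stays open. For XM the same subtraction gave 0.744 times, against 0.58 as deposited. Whether identity of the probed sequence in both species has a part stays open on these arrays. The value of 0.95 for perfect match over mismatch cells tells nothing while the arrays differ in brightness. The paper reports that the XB/XL window kept few of its probes identical in XL and XB, and here it kept 0.737% of all probes. The paper also reports that the gDNA ratios of those identical probes overlap widely with those of probes that mismatch XB. Its list of identical probes was not analysed here. Unequal brightness of the arrays as a whole stays open too. With the arrays scaled to one median, the 21668 probes retained then had 0.949 times the XL median of all probes, which reaches the bound set beforehand. After quantile normalization, the 27696 probes retained then had 0.715 times. These sets were chosen anew, and a constant scaling leaves the factor of the 1858 probes retained as deposited at 0.694. With 1 array per species no biological explanation was tested.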

How the results depend on the processing

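Averaging XB testis replicates 2 and 3, and quantile normalization combined with averaging or with the replicate block, were chosen only after the data were seen. Of the values of named genes, 3648 under an alternative kept their direction and side of the threshold, 205 lost the call, 4 gained it and 0 reversed. Most of these genes were picked for large differences in these same data, so this does not measure how stable the calls are. For XB testis against H_XLXB_ testis, 424 of all 743 calls remained after quantile normalization, and 9 of its 55 named values lost the call. The cause of each change below was not tested, apart from the smaller number of probesets or arrays in an alternative that removes some. With quantile normalization the mean rank difference of called probesets reversed to -54.3 for XB testis against H_XLXB_ testis and to 1.6 for the brains, and was -12.2 for XL brain against XB testis, whose contrast in the other treatment was -16.1 and whose δSRC was 0.0043 with the order of its correlations reversed. With quantile normalization the contrast in the other treatment also reversed for XB testis against H_XLXB_ testis, to -6.2, and for the brains, to 22.0. The δSRC without the lowest 25% of expression was 0.0415 for XB testis against H_XLXB_ testis and 0.0464 for XL brain against XB testis. Leaving these probesets out brought the contrast in the other treatment to 0.88 for the brains. It also reversed the order of correlations of XL brain against XB testis and its contrast in the other treatment, to 16.4. That contrast was -30.1 at an adjusted p under 0.01, -65.5 with ranks within each array, -54.7 with averaging and -16.2 with both averaging and quantile normalization. At an adjusted p under 0.01, 334 probesets were called for XB testis against H_XLXB_ testis and 631 for the brains. At a log2 difference of at least 1 the calls were 278, 357, 945 for XL brain against XB testis and 823 for XB brain against XB testis. With averaging, 400 were called for XB testis against H_XLXB_ testis (mean rank difference 153.9), or 297 (2.5) with quantile normalization as well, and the mean rank difference of XL brain against XB testis was then -6.4. For XB brain against XB testis the contrast in the other treatment was 82.7 with averaging. With an estimated correlation 0 gene lists were called in XB testis against H_XLXB_ testis, XL brain against XB testis and XB brain against XB testis.

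With 1 replicate left out, calls for XB testis against H_XLXB_ testis ranged from 392 (without XB testis replicate 2) to 797 (without XB testis replicate 1), its δSRC from 0.0068 to 0.0255 (without H_XLXB_ replicates 2 and 3) and its contrast in the other treatment from 31.4 to 133.8 (without H_XLXB_ replicates 2 and 1). That contrast ranged from -120.9 to -69.4 for the brains (without XB brain replicates 2 and 1), from -78.7 to -48.8 for XL brain against XB testis (without XB testis replicates 1 and 3) and from 37.8 to 78.2 for XB brain against XB testis (without XB brain replicate 3 and XB testis replicate 2).

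The values gave no sign that the replicate numbers pair the samples, which does not exclude a pairing. Deviations of arrays with the same number correlated at -0.10 to 0.08, and most arrays did not correlate best with their own number. With the number as a block, 549 probesets were called for XB testis against H_XLXB_ testis (426 after quantile normalization), 921 for the brains and 1369 for XB brain against XB testis.

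For XB/XL the median ratio was 0.273 with background subtracted, 1.13 with arrays scaled, 1.01 after quantile normalization and 0.321 after mismatch subtraction. Probes retained were 21668 (scaled), 27696 (quantile) and 427 (narrow window), and XB was lower in 10 and 12 bins (scaled, quantile). The XL intensity of the probes that each setting retained, over that of all probes, was 0.268 (background), 0.949 (scaled), 0.715 (quantile), 0.771 (narrow window) and 0.414 (mismatch subtracted). For XM/XL, in the same order of settings, the median ratio was 0.605, 1.1, 1.01 and 0.564, probes retained were 32148, 38002 and 3059 (3859 with the mismatch subtracted), bins 10 and 12, and the intensity 0.744, 0.962, 0.84, 0.573 and 0.875. The XB/XM median ratio was 0.469 with background subtracted and 1.06 scaled.

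The medians of gDNA intensity stand close to those of mismatch cells, which limits what these arrays resolve. Alternatives for the probesets of the gDNA probemasks, for the probesets designed on XB sequence and for the gDNA ratio of the expression probesets were not run.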

Differences from the paper's values

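The bootstrap SD as the error of δSRC and the direction in which rank differences are compared were chosen after the results were seen, as were the alternatives named as such. The paper's text names no threshold of adjusted p, and 0.05 was used here.

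The paper reports 280 genes higher in XB testis than in H_XLXB_ testis, and 143 were called here. Of the alternatives set before the data were examined, quantile normalization within the pair (291) and median centring (416) fall within 1.5 times the paper's value. All treatments in one fit, the intensity trend, leaving out the lowest 25% of expression, the stricter threshold, the minimum difference, the block and each replicate left out do not. The paper's methods state RMA for each pairwise comparison. Among alternatives chosen after seeing the values, quantile normalization with the block gave 219. Averaging XB testis replicates 2 and 3 gave 58, or 138 with quantile normalization as well. Which of the paper's own called genes they drop is not known.

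In the other direction the paper reports 245 genes higher in H_XLXB_ testis, and 600 were called here. Quantile normalization (281), median centring (249), an adjusted p under 0.01 (289), a log2 difference of at least 1 (235) and leaving out XB testis replicate 2 (334) or 3 (337) fall within 1.5 times the paper's value. All treatments in one fit, the trend, leaving out the lowest 25% of expression, the block and leaving out any other replicate do not. Alternatives chosen after seeing the values gave 342 (averaging XB testis replicates 2 and 3), 159 (averaging with quantile normalization) and 207 (quantile normalization with the block). Which of the paper's own called genes they drop is not known.

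The paper's δSRC is 0.0094 for XL brain against XB brain and 0.0045 for XL brain against XB testis, where 0.0232 and 0.0221 were found here. For the brains the value differs from the paper's by less than its bootstrap SD or by less than 1.5 times under quantile normalization, leaving out the lowest 25% of expression, an adjusted p under 0.01 and leaving out XB brain replicate 2 or 3. It does not without XB brain replicate 1, without any of the XL brain replicates or with ranks within each array. For XL brain against XB testis it does under quantile normalization (0.0043, with the order of the 2 correlations reversed), an adjusted p under 0.01 and without XB testis replicate 3 or XL brain replicate 1. It does not when the lowest 25% of expression is left out, without XB testis replicate 1 or 2, without XL brain replicate 2 or 3, or with ranks within each array.

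The paper's rank differences have the sign found here when taken as second minus first treatment, a direction adopted after the opposite signs were seen. On that scale the median and skew were -2 and 0.030 for XB testis against H_XLXB_ testis and 1 and -0.0066 for XL brain against XB testis, and the paper gives -2 and 0.031, and 1 and -0.007. For XL brain against XB brain both were 0 and the paper gives 1 and -0.014. The paper's text takes the rank in XL minus that in the other species, which is the opposite direction. All these values lie far inside the limits of 26 and 0.0882. Those limits come from permuted, unrelated ranks and may be too wide for treatments that correlate. Leaving out 1 replicate moved the median between -2 and 3 for XL brain against XB testis and between -2 and 2 for the brains, so the sign decides little.

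The paper proposes that retained probes were dim in the non-target species as well as in XL. Here the retained XB/XL probes had an XB median of 114.5 against 58.5 over all probes, so on the intensities as deposited they were not dim in XB. The other settings chose the retained probes anew. For the probes of each, the ratio to the XB median of all probes was 0.991 with arrays scaled to one median and 0.745 after quantile normalization. It was 1.05 with the 1st percentile subtracted, 1.46 with the mismatch cell subtracted and 2.07 in the narrow window. The retained XM/XL probes had an XM median of 95 against 100, a ratio of 0.95. For the probes chosen anew it was 1.38 with the 1st percentile subtracted, 1.76 with the mismatch cell subtracted and 1.005 with arrays scaled. It was 0.88 after quantile normalization and 0.898 in the narrow window. Neither non-target species therefore shows dim retained probes under every setting. The paper's Table S2 marks no difference in mean rank for these comparisons. Here the values as deposited gave 1384 against 1179 for XB testis and H_XLXB_ testis, 1186 against 1372 for the brains and 1238 against 1413 for XL brain and XB testis, each past the threshold, and quantile normalization within the pair gave none past it.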

Other observations

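The examination of XB testis replicates 2 and 3 was chosen only after their closeness was seen, while the tests of the brain against testis comparison and the splits were set before the results were seen.

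XB brain and XB testis, which the paper does not compare, were normalized together and differ at many genes. dazl.L, an RNA-binding protein of germ cells, had a log2 expression of 3.67 ± 0.12 (SD, n = 3) in brain and 12.43 ± 0.08 (SD, n = 3) in testis, a difference of -8.76 (standard error 0.12, adjusted p = 7.04e-08 from limma), where the brain level is not shown to lie above background, since the lowest value of these arrays was 2.84. The mitotic genes ccnb2.S, aurka.L and mad2l1.S differed by -6.87, -5.70 and -5.19, gamt.S, pak4.L and ccna1.L by -6.48, -5.83 and -5.31, the sperm flagellum genes nme5.L and ak7.S by -4.37 and -4.29, and gata6.L, a transcription factor of somatic testis cells, by -4.59. lmbrd2.L was 3.79 ± 0.08 (SD, n = 3) in brain and 9.64 ± 0.28 (SD, n = 3) in testis, a difference of -5.84 (adjusted p = 8.07e-07 from limma). Higher in brain were fabp3.S, a fatty acid-binding protein, by 5.62, gpm6a.L by 5.57, ntrk2.L, the receptor of brain-derived neurotrophic factor, by 5.27, zic2.S by 5.18, scd.S by 5.44, osbpl1a.L by 5.34, atp2b4.L by 5.18 and tspan7.L by 4.87. In all 1396 probesets were called, 739 higher in brain and 657 in testis, with a median difference of 0.10, and 1248 with XB testis replicates 2 and 3 averaged.

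Of 26 cell cycle and DNA replication probesets, 22 were higher in testis and 1 in brain (adjusted p = 2.44e-09 from limma's camera; adjusted p = 0.206 with an estimated correlation). Of 31 ribosomal protein probesets, 20 were higher in testis and none in brain (adjusted p = 0.00148 from camera; adjusted p = 0.299 with an estimated correlation), and 16 after quantile normalization. Of 6 sperm and spermatid probesets, 5 were higher in testis (adjusted p = 0.00647 from limma's camera; adjusted p = 0.22 with an estimated correlation), and of 27 histone and chromatin probesets 15 were higher in testis and 3 in brain (adjusted p = 0.0164 from camera; adjusted p = 0.206 with an estimated correlation). All 6 glycolysis probesets were higher in brain (adjusted p = 0.00902 from limma's camera; adjusted p = 0.206 with an estimated correlation), with pgam1.S at 3.54 and pkm.S at 2.45. Of 7 germline RNA probesets 3 were higher in testis and 2 in brain (adjusted p = 0.566 from limma's camera), and of 9 testis somatic probesets, gata6.L among them, 1 was higher in each tissue and 7 in neither (adjusted p = 0.837 from limma's camera). Members of blood and muscle lists went both ways or did not pass, with 1 of 2 blood probesets higher in brain (adjusted p = 0.933 from limma's camera) and 1 of 2 skeletal and smooth muscle probesets higher in each tissue (adjusted p = 1 from limma's camera). Of 8 neuron and synapse probesets 5 were higher in brain, 1 in testis and 2 in neither (adjusted p = 0.108 from limma's camera). Each of these counts was the same when adjusted over the list alone.

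The difference of XL from XB in the brain went with the difference of H_XLXB_ from XB in the testis, with a Pearson correlation of 0.415 and a Spearman correlation of 0.404 over the 2143 probesets (permutation p = 1e-04, the smallest 10000 permutations can give), where probesets are not independent replicates. On the values as deposited 310 probesets were higher than XB in both (177.5 for independent lists), 56 lower in both (22.5) and 53 in opposite directions, and after quantile normalization the correlation was 0.405, with 147 higher in both (60.8 for independent lists), 117 lower in both (59.2) and 44 in opposite directions. On that normalized scale rela.L was higher by 2.15 in XL brain and by 2.37 in H_XLXB_ testis, eif3i.L by 1.94 and 2.09, and znf268.L differed by -1.74 and -2.94. Background of dim probesets is argued against, since the correlation was 0.444 over the 1071 brighter probesets. Over the 1253 probesets taken as read from a single probe it was 0.381. This argues against joint summary of the XB arrays only if that class, inferred from recurring values, is right. No biological explanation was tested, the paper's probemask keeps probes that match both XL and XB, and paralogs stay open.

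Replicates 2 and 3 of XB testis had an SD of 0.162 for their log2 difference (correlation 0.998), against 0.350 to 0.509 for the other pairs within a treatment. Joint normalization of the XB arrays is argued against, since replicate 1, in the same set, differed from them by an SD of at least 0.502. RNA of one animal or extract on both arrays cannot be told apart from a pair of closely similar animals, since the value that raised the pattern is the only one that bears on it.

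With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split, 1 of the 10, called 743 probesets for XB testis against H_XLXB_ testis, 971 for XL against XB brain, 1587 for XL brain against XB testis and 1396 for XB brain against XB testis, and the highest other split called 0 in each.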
